A study of Mesocricetus auratus with 9 samples.

How the data were processed

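Liver RNA from 9 Syrian hamsters (Mesocricetus auratus) was sequenced, with 3 animals in each of 3 stages named in the labels: summer euthermic, torpor late and arousal early. Per the labels' protocols, the frozen livers gave total RNA, of which 437 ng per animal entered a stranded poly(A) library preparation, and the libraries were read from a single end to 75 bp on one type of flow cell. The authors deposited one table of read counts per Ensembl gene, with one column per animal. The counts are whole numbers, are not normalized, and their column totals differ between animals. The aligner, the counting program, its strand setting, the genome build, the annotation release and any filter are not stated in the labels or the file header. All 17090 rows carry a gene identifier, and 0 rows have no count in any library, so genes without any read had been left out of the table as it was used here. Poly(A) selection restricts the counts to polyadenylated RNA, and counts per gene give relative abundance within a library, so a change in the total RNA per cell between stages cannot be seen in them. Because the strand setting is not stated, overlapping genes, and near-identical gene copies, may share reads.

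Columns were matched to animals by the animal number in the labels, and stages were taken from the labels. The labels give no replicate numbers, batch, sex or date, so replicates 1 to 3 of a stage are names only and no pairing between stages was used. The table pairs no identifier with a gene name, and 0 of the 17090 identifiers could be paired with a symbol through the reference gene table that was given. Genes are therefore reported by identifier, and no position, length or GC content is given. For the same reason, 8 lists of genes that had been fixed in advance (MAPK cascade members, MAPK negative regulators, immediate early genes, heat shock chaperones, clock genes, fatty acid oxidation genes, cholesterol synthesis genes and the DNA methylation machinery), and checks of gene length and GC content, were not run.

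Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr (12780 of 17090; the genes left out held at most 0.0344% of the counts of any library), library sizes were scaled by TMM, and one quasi-likelihood model with a coefficient per stage was fitted to all 9 libraries (glmQLFit, glmQLFTest), so that the 3 stages shared the estimate of the spread. The F test of all stage differences together and the 3 pairwise contrasts were adjusted by Benjamini-Hochberg over the 12780 genes, and genes with an adjusted p-value under 0.05 are called different. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic. CPM values are counts scaled by the TMM-adjusted library size. Correlations and principal components used log2 CPM with a prior count of 2. The design, the alternatives and the rule for naming genes were set before the data were examined. The rule took genes called between 2 stages with a mean of at least 10 CPM in the higher stage and no overlap between the 3 libraries of each stage, ranked by log2 fold change. Its demand for a gene symbol could not be met, so only 2 genes in each direction are named, from torpor late against summer euthermic.

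Alternatives were RLE and upper-quartile scaling, DESeq2 1.42.0, limma-voom (limma 3.58.1), no filter on counts, a filter of at least 10 counts in every library, leaving out the 50 most abundant genes, fitting only the 2 stages compared, a threshold of 0.01, and leaving out each library in turn. A covariate for a division of the libraries found in the data was added after the data were seen. Comparisons against the same libraries share their chance values, so 20 sets of counts with no stage difference were simulated from the fitted means, dispersions and library sizes. Each gene was drawn independently, so structure shared by genes across libraries was not simulated.

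The procedure was tested on simulated data with 12780 genes, of which 200 were changed in torpor late. With 2-fold changes, the edgeR fit called 43.5% of the changed genes between arousal early and torpor late, with 7 false calls among 94. With 4-fold changes it called 87% of them, with 9 false calls among 183. DESeq2 on the same 2-fold data called 65% of the changed genes, with 33 false calls among 163. In the 20 simulations without any difference, no comparison had more than 3 calls. Total counts per library ranged from 29675688 to 47565345. At this depth the spread between animals, with a common biological coefficient of variation of 22.3%, outweighs counting error for most genes tested. An exact test of a single value in 3 animals against 3 cannot go below a p-value of 0.1 (two-sided), so per-gene statements rest on the model fitted across all genes.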

Results

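The liver transcriptome of the Syrian hamster, a facultative hibernator, was profiled at 3 stages by RNA sequencing. Summer euthermic animals served as the group outside hibernation. Torpor late animals were sampled late in torpor, when body temperature is low, and arousal early animals had been woken by handling after more than 3 days of torpor. The labels give mouth temperatures at sampling of 35.7 ± 0.5 °C for summer euthermic, 9.0 ± 0.9 °C for torpor late and 35.0 ± 2.1 °C for arousal early animals, without saying what the spread is. Each stage had 3 animals and each animal gave 1 library. The mean total was 40775668 ± 2487311 counts (SD, n = 3) in summer euthermic, 36141572 ± 5608670 counts (SD, n = 3) in torpor late and 39509771 ± 7886204 counts (SD, n = 3) in arousal early libraries. The lowest total was 29675688, in torpor late replicate 1, and the highest was 47565345, in arousal early replicate 1. Between 14933 and 15441 of the 17090 listed genes had at least 1 count in a library.

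The composition of the libraries was similar between stages. The most abundant gene, ENSMAUG00000000977, took 9.52 ± 1.25% of the counts (SD, n = 3) in summer euthermic, 10.1 ± 1.02% (SD, n = 3) in torpor late and 10.6 ± 0.617% (SD, n = 3) in arousal early libraries. The 50 most abundant genes together took 39.8 ± 2.17%, 39.6 ± 1.09% and 39.0 ± 0.585% in the same order (SD, n = 3 each), differences smaller than the spread between animals. TMM factors lay between 0.937 and 1.05. No 2 libraries held identical counts, and the 9 pairs of libraries within stages differed by far more than sampling noise, with a chi-square of at least 50.8 per degree of freedom. This bears only on whether a library was entered more than once, since separate animals would differ by more than that noise.

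Libraries of one stage were not uniformly closest to each other. Across the 12780 genes tested, the mean Pearson correlation of log2 CPM was 0.980 among summer euthermic, 0.979 among torpor late and 0.978 among arousal early libraries. It was 0.978 between torpor late and arousal early libraries, close to the values within either stage. It was lower between summer euthermic and torpor late libraries, at 0.971, and between summer euthermic and arousal early libraries, at 0.969. Arousal early replicate 3 was the nearest library to each of the 3 torpor late libraries, with correlations from 0.983 to 0.986, while arousal early replicates 1 and 2 were nearest to each other at 0.983. The first principal component held 31.4% of the variance and the second 22.2%. Summer euthermic replicates 1 and 3 had the highest scores on the first component, at 39.99 and 43.3, but summer euthermic replicate 2 was at 2.46, below torpor late replicate 3 at 6.23.

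**Figure D1:**
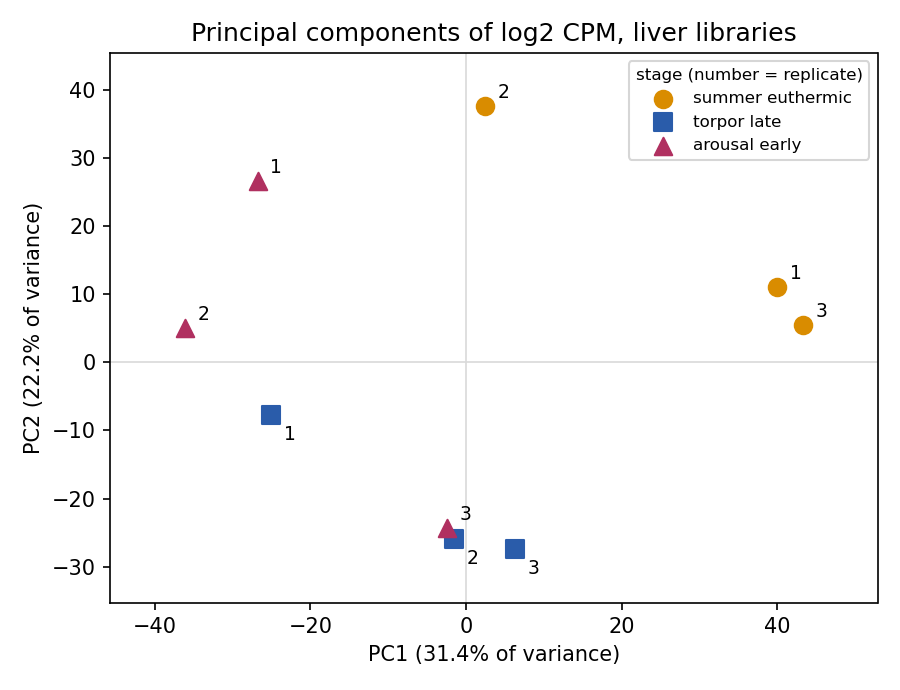
Scores of the 9 liver libraries on the first 2 principal components of log2 CPM (12780 genes, arbitrary units), 1 point per animal, with the stage as colour and shape and the replicate number beside the point. Summer euthermic replicates 1 and 3 lie apart on the right, whereas torpor late replicates 2 and 3 and arousal early replicate 3 lie together at the bottom.

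The first comparison asked which genes differed among the 3 stages at all. In the joint F test of edgeR's quasi-likelihood model, 253 of the 12780 genes (1.98%) had an adjusted p-value under 0.05, and 2758 had an unadjusted p-value under 0.05 where 639 were expected by chance. Among the 253 genes, summer euthermic was the stage with the highest mean in 112 and the lowest mean in 129. It was thus at one end of the order in 95.3%, where 66.7% would be expected if the order were random. This count moved most upwards with DESeq2, which called 1458 genes, and it fell to 5 both at a threshold of 0.01 and without summer euthermic replicate 3.

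Torpor late was compared with summer euthermic to find the genes that differ between late torpor and the animals outside hibernation. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 86 genes were higher and 89 lower in torpor late, together 1.37% of the genes tested. The smallest adjusted p-value was 0.0126. The median log2 fold change was 0.93 among the higher genes, which ranged from 0.40 to 4.32. Among the lower genes the median was -0.88, with a range from -0.43 to -3.01. At least a 2-fold change was fitted for 37 of the higher and 33 of the lower genes. At an unadjusted p-value under 0.05 there were 2752 genes, 21.5% of those tested, against 639 expected by chance. All 3 torpor late libraries lay above or below all 3 summer euthermic libraries for 3534 genes (27.7%), where chance gives 10%, and these included all 175 called genes. Leaving out any library of either stage lowered the number called, to 31 at most. Fewer samples alone can reduce the calls, and this was not separated from the effect of the animal left out. Without torpor late replicate 2 no gene was called, with 2275 genes still at an unadjusted p-value under 0.05, and without torpor late replicate 1 only 1 gene was called.

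Of the 63 higher and 73 lower genes that met the criteria for naming, the 2 with the largest change in each direction are given. ENSMAUG00000016774 rose from 2.65 ± 0.697 CPM (SD, n = 3) in summer euthermic to 21.6 ± 6.01 CPM (SD, n = 3) in torpor late, a log2 fold change of 3.02 (SE 0.50, edgeR adjusted p = 0.0332). ENSMAUG00000013422 rose from 17.7 ± 2.47 to 68.9 ± 10.8 CPM (SD, n = 3 each), a log2 fold change of 1.96 (SE 0.32, edgeR adjusted p = 0.0314). ENSMAUG00000002564 fell from 46.1 ± 11.2 to 5.70 ± 0.462 CPM (SD, n = 3 each), a log2 fold change of -3.01 (SE 0.32, edgeR adjusted p = 0.0126). ENSMAUG00000010075 fell from 33.9 ± 5.18 to 5.06 ± 1.22 CPM (SD, n = 3 each), a log2 fold change of -2.74 (SE 0.43, edgeR adjusted p = 0.0295). These genes had between 80 and 2604 counts in every library of these stages. Over 19 alternatives the adjusted p-value of ENSMAUG00000016774 reached 0.11 and that of ENSMAUG00000013422 also 0.11. The adjusted p-value of ENSMAUG00000010075 reached 0.0916 and that of ENSMAUG00000002564 reached 0.058, and all 4 genes kept their direction throughout. The direction could hardly change, since the rule for naming required no overlap between the libraries of these stages.

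**Figure D2:**
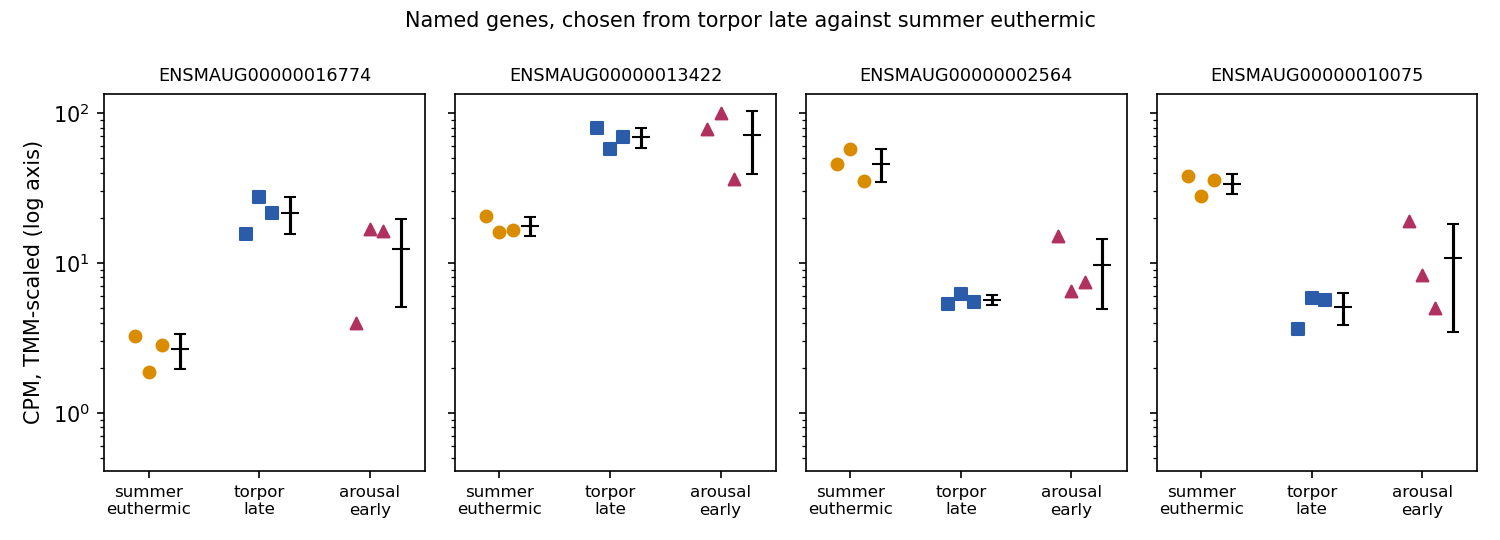
Abundance in TMM-scaled CPM (log axis) of the 2 genes with the largest rise and the 2 with the largest fall in torpor late against summer euthermic among those that met the criteria for naming, by stage. Points are the 3 libraries of a stage, and the black bar with whiskers is their mean ± SD. Arousal early libraries spread more widely than torpor late libraries, for example 36.5 to 99.99 CPM for ENSMAUG00000013422 and 3.97 to 16.8 CPM for ENSMAUG00000016774.

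Arousal early was compared with torpor late to find what changes between late torpor and early arousal. No gene had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p-value was 0.076. At an unadjusted p-value under 0.05 there were 956 genes, 7.48% of those tested, against 639 expected by chance. This number fell to 554 without arousal early replicate 1 and rose to 1633 without arousal early replicate 3. Other splits of these libraries into 3 and 3 gave from 376 to 1592 such genes, with the values 1592 and 1461 above 956. The excess over 639 therefore does not set the labelled split apart. The 3 libraries of one stage lay apart from those of the other for 1497 genes (11.7%), where chance gives 10%. The standard deviation of the log2 fold changes over all genes was 0.385, compared with 0.514 for torpor late against summer euthermic. In simulated counts of the same design, 43.5% of genes changed 2-fold were called, so 2-fold changes in 200 genes would have been called in part. DESeq2 called 60 genes higher and 21 lower. Exchanging torpor late replicate 2 and arousal early replicate 3 gave 99 called genes, while every other exchange of 1 library between the stages gave 0. That exchange is singled out because it gave the most genes. The 4 named genes had log2 fold changes in this comparison of -0.81 (SE 0.46) for ENSMAUG00000016774, 0.05 (SE 0.30) for ENSMAUG00000013422, 0.77 (SE 0.31) for ENSMAUG00000002564 and 1.10 (SE 0.42) for ENSMAUG00000010075, with edgeR adjusted p-values of 0.711, 0.972, 0.647 and 0.634.

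Arousal early against summer euthermic set hibernating animals beside animals outside hibernation at similar mouth temperatures. By edgeR's quasi-likelihood test, 282 genes were higher and 205 lower in arousal early, together 3.81% of the genes tested, and the smallest adjusted p-value was 0.00149. The median log2 fold change was 0.81 among the higher genes, which ranged from 0.36 to 4.07. Among the lower genes the median was -0.88, with a range from -0.40 to -6.50. At least a 2-fold change was fitted for 104 of the higher and 82 of the lower genes. There were 2941 genes with an unadjusted p-value under 0.05, 23% of those tested. Libraries of the 2 stages did not overlap for 3859 genes (30.2%), where chance gives 10%, and these included 486 of the 487 called genes. Without arousal early replicate 2 the number called fell to 30, and without summer euthermic replicate 3 it fell to 48. ENSMAUG00000016774 was higher by 2.21 (SE 0.49, edgeR adjusted p = 0.044) and ENSMAUG00000013422 by 2.02 (SE 0.32, edgeR adjusted p = 0.0157) on the log2 scale. ENSMAUG00000002564 was lower, with a log2 fold change of -2.24 (SE 0.31, edgeR adjusted p = 0.0119). ENSMAUG00000010075 had a log2 fold change of -1.64 (SE 0.41), which missed the threshold (edgeR adjusted p = 0.06). In 10 of 18 alternatives the rise of ENSMAUG00000016774 also missed it.

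The 2 comparisons against summer euthermic were then set side by side. Of the 175 genes called in torpor late, 122 (69.7%) were also called in arousal early, all in the same direction, and 0 were called in opposite directions. Both comparisons share the summer euthermic libraries, so some sharing arises without any difference. In 20 simulations with no stage difference, the same numbers of top-ranked genes shared a median of 54.5 genes of the same sign, with a range from 43 to 64. The log2 fold changes of the 2 comparisons correlated across genes at Pearson's r = 0.732 and Spearman's rho = 0.711, against a simulated mean r of 0.490 (range 0.435 to 0.520). Genes are not independent replicates, and these coefficients describe the 9 libraries only. In the simulations each gene was drawn independently, without the structure that genes share across the real libraries. The simulated ranges, of shared genes and of correlations, may therefore be too narrow. The changes from summer euthermic to torpor late and from torpor late to arousal early correlated at r = -0.311, closer to 0 than the -0.502 (range -0.543 to -0.473) that sharing the torpor late libraries gave in the simulations.

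**Figure D3:**
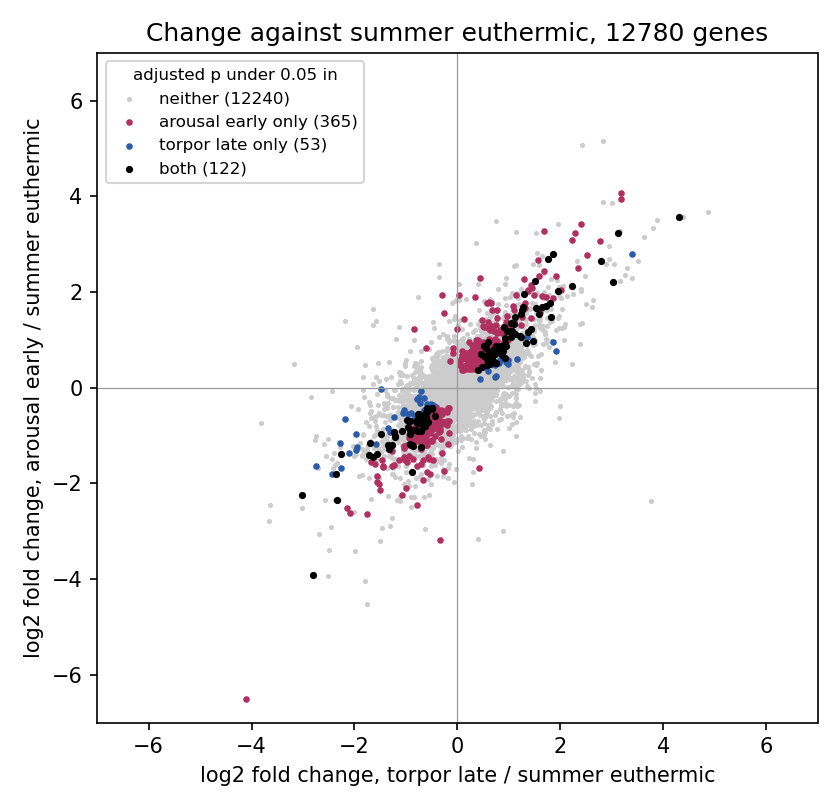
Log2 fold change of each of the 12780 genes in torpor late (x axis) and in arousal early (y axis), both against summer euthermic, coloured by whether the adjusted p-value was under 0.05 in neither, one or both comparisons. The 122 genes called in both (black) all lie in the lower left and upper right quadrants, and 365 genes were called in arousal early only and 53 in torpor late only.

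The labels name no batch, but the libraries divided across the stages. Among genes reaching 10 CPM in some library, 9 had a gap of at least 10-fold between 2 sets of at least 2 libraries, and 7 of these 9 made the same division. Summer euthermic replicate 2, torpor late replicate 1 and arousal early replicates 1 and 2 formed one side, and the other 5 libraries formed the other. Each stage had libraries on both sides. With this division as a covariate, chosen after the data were seen, torpor late against summer euthermic gave 198 higher and 212 lower genes, which included all 175 called without it. Arousal early against torpor late gave 1 gene. Arousal early against summer euthermic gave 296 higher and 203 lower genes, of which 371 were among the 487. Within the side of 5 libraries, the 2 torpor late and 2 summer euthermic libraries differed in 25 higher and 21 lower genes, of which 13 were among the 175. That side held 1 arousal early library and the side of 4 held 1 library each of the other stages, so the remaining comparisons had too few samples within a side.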

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

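The counts of called genes moved little with the scaling and much with the tool, the threshold and leaving out a library. Under RLE and upper-quartile scaling, limma-voom and leaving out the 50 most abundant genes, all counts stayed within 1.5 times the reported ones, and the median log2 fold change of all genes lay between -0.038 and 0.0153 over both scalings and the 3 comparisons. DESeq2 gave 1458 genes among the 3 stages. It called 534 higher and 533 lower genes in torpor late and 776 higher and 556 lower genes in arousal early, both against summer euthermic, with 611 genes shared in direction. It also called 60 higher and 21 lower genes in arousal early against torpor late. Its calls included all 175 and all 487 genes called by edgeR against summer euthermic. The numbers of genes at an unadjusted p-value under 0.05 differed less between the tools (2777 with DESeq2 and 2752 with edgeR for torpor late against summer euthermic). On simulated counts with 200 genes changed 2-fold between arousal early and torpor late, DESeq2 found 130 of them with 33 false calls among 163, and edgeR found 87 with 7 false calls among 94. The DESeq2 excess may thus hold both true and false calls.

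At an adjusted p-value under 0.01, there were 5 genes among the 3 stages. Torpor late against summer euthermic then had 0 higher and 0 lower genes, arousal early against summer euthermic had 14 higher and 6 lower genes, and 0 were shared. Fitting only the 2 stages compared gave 172 higher and 134 lower genes in arousal early against summer euthermic and 44 shared genes, and 134 genes in torpor late against summer euthermic, of which 78 were among the 175. Without a filter on counts, 3 genes were higher in arousal early than in torpor late. A filter of at least 10 counts in every library changed no count by over 1.5 times and gave 126 higher and 123 lower genes in torpor late. The added covariate for the 4 and 5 library division gave 198 higher and 212 lower genes in torpor late, 217 shared genes, and 1 higher gene in arousal early against torpor late. The added fit within the 5 libraries gave 25 higher and 21 lower genes in torpor late. The causes of these shifts were not tested, and neither was the part played by the smaller number of samples in the last fit.

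Leaving out 1 library lowered most counts further. Across the 9 fits that each left out one replicate, the genes among the 3 stages ranged from 5 (without summer euthermic replicate 3) to 216. In torpor late against summer euthermic, higher genes ranged from 0 to 127 and lower genes from 0 to 186. Without torpor late replicate 2 none was called, without torpor late replicate 1 the count was 1, and without summer euthermic replicate 3 it was 5. It rose to 313 without arousal early replicate 1, which is in neither stage and enters through the shared spread and the filter (12947 genes tested). In arousal early against summer euthermic, higher genes ranged from 21 to 259 and lower genes from 9 to 184, with the lowest values without arousal early replicate 2. Higher genes in arousal early against torpor late ranged from 0 to 2, and the shared genes from 0 to 127. Fewer samples alone can reduce the calls, and this was not separated from the effect of the animal left out. The genes at an unadjusted p-value under 0.05 were less affected in torpor late against summer euthermic, at 2017 to 2903. In arousal early against torpor late, where all 9 libraries gave 956, they fell to 554 without arousal early replicate 1 and rose to 1633 without arousal early replicate 3.

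For the 4 named genes, 148 further values were computed against summer euthermic. None changed direction, 110 stayed on their side of the threshold, 35 no longer passed it and 3 newly passed it. The 8 gene lists, gene length and GC content were not tested, since identifiers were not paired with names. The labels share no replicate numbers between stages, so no blocked fit was made.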

Other observations

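The tests on the exchanged libraries and on the division of the libraries were chosen only after the counts had been seen, and the tests of other splits and of abundant genes before.

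Other splits of the libraries were counted for each comparison. For the 3 stages together, 2 of 100 splits of the 9 libraries into groups of 3, drawn from 280 and including the real one, gave at least 253 genes, and the median of the other splits was 0. For torpor late against summer euthermic, 1 of the 10 splits of the 6 libraries gave as many as 175 genes, which was the real one, and the other 9 gave 0. For arousal early against summer euthermic, 1 of the 10 splits, the real one, gave as many as 487. A share under 0.1 cannot be reached with 10 splits. For arousal early against torpor late, all 10 of the 10 splits gave at least the 0 genes of the real split. No split can give fewer, so this count cannot tell the real split from the others. A few genes taking most of the counts would be an unlikely source of the stage differences, since 274 genes differed among the stages with the 50 most abundant genes left out.

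One split of the hibernating animals stood out. Exchanging the libraries labelled torpor late replicate 2 and arousal early replicate 3 gave 99 genes between the 2 stages, 89 higher and 10 lower in the group with arousal early replicates 1 and 2, while the real split and the other 8 gave 0. It was also the split, of the 100 drawn, that exceeded the real one for the 3 stages together, with 799 genes against 253. At an unadjusted p-value under 0.05 it had 1592 genes against 956. A simulated set without differences never had more than 3 calls, but only the labelled stages were compared there. The simulations thus give no reference value for a split picked as the largest of 10. The tables argue against the 4 and 5 division of the libraries, described further on, as the source. Both exchanged libraries lie on the same side of it, and with the division in the model the exchanged split gave 83 genes against 1 for the real split. They also argue against library depth, as the total counts of the 2 libraries had a ratio of 1.01. Library composition stays open. The 50 most abundant genes took 38.3 to 38.7% of the counts in torpor late replicate 2 and arousal early replicates 1 and 2. In torpor late replicates 1 and 3 and arousal early replicate 3 they took 39.6 to 40.3%. The TMM factors of these groups were 1.007 to 1.045 and 0.937 to 0.996. Whether this is a source or a result of the difference was not tested.

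A candidate explanation is that the labels of these 2 libraries were exchanged, or that these animals were not in the state of their label when sampled. An exchange predicts that torpor late replicate 2 resembles arousal early replicates 1 and 2 more than torpor late replicates 1 and 3, and that arousal early replicate 3 does the opposite. Over the 12780 genes, the mean Pearson correlation of torpor late replicate 2 with arousal early replicates 1 and 2 was 0.975, against 0.979 with torpor late replicates 1 and 3. The single pairs overlapped, with 0.979 for arousal early replicate 2 and 0.976 for torpor late replicate 1, so this difference favours neither. Its nearest library was arousal early replicate 3, at 0.983, followed by torpor late replicate 3, at 0.982, and these 3 libraries share a side of the division. Arousal early replicate 3 correlated at 0.985 with torpor late replicates 1 and 3 and at 0.976 with arousal early replicates 1 and 2, the order that an exchange predicts. With the sides of the division centred without regard to stage, torpor late replicate 2 correlated at 0.987 with arousal early replicates 1 and 2 and at 0.982 with torpor late replicates 1 and 3. Arousal early replicate 3 was then at 0.987 with the torpor late and 0.986 with the arousal early replicates, a difference within the spread of single pairs. Of the 9 pairs of a torpor late and an arousal early library, this was the only one after centring in which both were nearer the other stage. As measured, torpor late replicate 1 and arousal early replicate 3 were the only such pair, at 0.9775 over 0.9769 and at 0.985 over 0.976. The stages were unevenly split between the sides, so centring can itself remove part of a stage difference and alter the order. Whether the labels were exchanged, the animals were in an unusual state, or neither, cannot be told apart with these libraries, since the 2 treatments of the division give different orders for torpor late replicate 2. The mouth temperatures in the labels are given per stage only, at 9.0 ± 0.9 °C for torpor late and 35.0 ± 2.1 °C for arousal early. If they include these 2 animals, such spreads argue against either having had the temperature of the other stage when sampled. They do not bear on labels exchanged after sampling. If the 2 labels were exchanged, the absence of called genes between torpor late and arousal early would be an artifact of the labels. A body temperature record of these 2 animals would bear on it.

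The division of the libraries into 4 and 5 was defined from 7 genes with very large gaps. On the principal components of all 12780 genes, the libraries of the side of 4 had lower scores on the first component and higher scores on the second than those of the side of 5 within each of the 3 stages. In summer euthermic, for example, the first score was 2.46 for replicate 2, on the side of 4, and 39.99 and 43.3 for replicates 1 and 3. The components were not recomputed without the 7 genes, so they do not show how far the division extends beyond them. Of the 7 genes, 3 were higher in the side of 4 and 4 in the side of 5. ENSMAUG00000003989, chosen after its values were seen, had 1557 to 2490 CPM in the 4 libraries and 0.444 to 29.2 CPM in the 5. ENSMAUG00000011782, chosen in the same way, had 72.7 to 174.5 CPM in the 4 libraries and 9564 to 12410 CPM in the 5. With a gap of at least 4-fold, 8 of 17 genes made this division and no other division had more than 2. Library size does not account for it, since the totals of all 5 libraries of one side lay within the range of the other (29675688 to 47565345 counts). Torpor late and summer euthermic each had 1 library on the side of 4, so the division is balanced between them and its covariate does not bear on the origin of their 175 calls. Arousal early had 2 libraries there. Of the 487 genes called between arousal early and summer euthermic, 371 were also called with the division in the model, which argues against it as the whole source of those 371. The other 116 were no longer called, and for these the division and the stage cannot be told apart, since the covariate also changes the spread and the samples left to estimate it. Splitting the hibernating libraries along it was not among the 100 splits drawn and gave 312 genes among the 3 stages, more than the 253 of the real split, although 0 between the 2 groups so formed (1461 genes at an unadjusted p-value under 0.05). The sex of the animals is a candidate explanation, as is another inherited difference between them. Neither could be tested, because 0 of the identifiers could be paired with a gene name and the labels give no sex. If the division is the sex of the animals, the stages were unbalanced for it, with 1 of 3 libraries on the side of 4 in summer euthermic and torpor late and 2 of 3 in arousal early.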
